# 20-Hydroxyecdysone Primes Innate Immune Responses That Limit Bacterial and Malarial Parasite Survival in Anopheles gambiae

**DOI:** 10.1128/mSphere.00983-19

**Published:** 2020-04-15

**Authors:** Rebekah A. Reynolds, Hyeogsun Kwon, Ryan C. Smith

**Keywords:** 20-hydroxyecdysone, *Plasmodium*, bacteria, hormone, immune priming, innate immunity, mosquito

## Abstract

Blood feeding is an integral behavior of mosquitoes to acquire nutritional resources needed for reproduction. This requirement also enables mosquitoes to serve as efficient vectors to acquire and potentially transmit a multitude of mosquito-borne diseases, most notably malaria. Recent studies suggest that mosquito immunity is stimulated following a blood meal, independent of infection status. Since blood feeding promotes production of the hormone 20-hydroxyecdysone (20E), we hypothesized that 20E plays an important role in priming the immune response for pathogen challenge. Here, we examine the immunological effects of priming Anopheles gambiae with 20E prior to pathogen infection, demonstrating a significant reduction in bacteria and Plasmodium berghei survival in the mosquito host. Transcriptome sequencing (RNA-seq) analysis following 20E treatment identifies several known 20E-regulated genes, as well as several immune genes with previously reported function in antipathogen defense. Together, these data demonstrate that 20E influences cellular immune function and antipathogen immunity following mosquito blood feeding, arguing the importance of hormones in the regulation of mosquito innate immune function.

**IMPORTANCE** Blood feeding is required to provide nutrients for mosquito egg production and serves as a mechanism to acquire and transmit pathogens. Shortly after a blood meal is taken, there is a peak in the production of 20-hydroxyecdysone (20E), a mosquito hormone that initiates physiological changes, including yolk protein production and mating refractoriness. Here, we examine additional roles of 20E in the regulation of mosquito immunity, demonstrating that priming the immune system with 20E increases mosquito resistance to pathogens. We identify differentially expressed genes in response to 20E treatment, including several involved in innate immune function as well as lipid metabolism and transport. Together, these data argue that 20E stimulates mosquito cellular immune function and innate immunity shortly after blood feeding.

## Abstract (precis)

Blood feeding is required to provide nutrients for mosquito egg production and serves as a mechanism to acquire and transmit pathogens. Shortly after a blood meal is taken, there is a peak in the production of 20-hydroxyecdysone (20E), a mosquito hormone that initiates physiological changes, including yolk protein production and mating refractoriness. Here, we examine additional roles of 20E in the regulation of mosquito immunity, demonstrating that priming the immune system with 20E increases mosquito resistance to pathogens. We identify differentially expressed genes in response to 20E treatment, including several involved in innate immune function as well as lipid metabolism and transport. Together, these data argue that 20E stimulates mosquito cellular immune function and innate immunity shortly after blood feeding.

## INTRODUCTION

Blood-feeding behavior evolved in mosquitoes to provide nutritional resources required for egg development. While providing benefits for reproduction, blood feeding also exposes mosquitoes to a myriad of blood-borne pathogens that can ultimately be transmitted to a new host through an additional blood meal. For this reason, mosquitoes are arguably the deadliest animals on the planet, causing hundreds of millions of infections and over 500,000 deaths every year. Of mosquito-borne diseases, malaria continues to be the most deadly, with more than 400,000 people dying annually from *Plasmodium* parasite infection transmitted by female *Anopheles* mosquitoes (1).

Following a blood meal, signals initiated in the brain produce ovarian ecdysteroidogenic hormone (OEH) and insulin-like peptides (ILPs), which trigger ecdysone production by the ovaries (2–4). Ecdysone is then converted into 20-hydroxyecdysone (20E) by hydroxylation in the fat body, stimulating the production of yolk protein precursors (YPPs) in a process known as vitellogenesis (2, 5–7). While the influence of 20E in initiating vitellogenesis has been examined predominantly in Aedes aegypti (2–7), evidence suggests that these signals are conserved in Anopheles gambiae (8, 9). Reaching peak levels approximately 18 to 24 h after blood feeding (9, 10), the production of 20E in *Anopheles* also coincides with *Plasmodium* ookinete invasion of the midgut epithelium (11, 12). Although the influence of 20E is well established across insect systems with respect to development (13, 14), mating (15–17), reproduction (7, 18, 19), and vectorial capacity (20, 21), only a few studies have examined the influence of 20E on innate immune signaling in insects (22–28).

In *Drosophila*, evidence suggests that 20E mediates cellular immunity (26) and regulates a subset of antimicrobial peptides (AMPs) involved in antibacterial defense through peptidoglycan recognition protein LC (PGRP-LC)-dependent and PGRP-LC-independent mechanisms of the immunodeficiency (IMD) pathway activation (23, 24). However, few studies have examined the influence of 20E on mosquito innate immunity, thus far implicating 20E in the regulation of prophenoloxidase (PPO) expression (27) and leucine-rich repeat immune protein 9 (LRIM9) (28), both of which are known effectors of anti-*Plasmodium* immunity (28, 29). Additional studies have suggested that 20E may also mediate mosquito immune cell activation following blood feeding (30–32), implying that 20E is an important determinant of *An. gambiae* cellular immune function. Despite these previous associations, we have little understanding of how 20E signaling influences gene expression and immune function in *An. gambiae*.

Recent studies have demonstrated that 20E signaling is intricately tied to *Plasmodium* development in the mosquito host (20, 21, 33). Genetic approaches to ablate ovary development and impair 20E endogenous production imply that ecdysone signaling is required for malaria parasite development via the production of mosquito host-derived lipids (21) and the suppression of mosquito complement function through the production of vitellogenin (33). However, these studies are contrasted by the topical application of a 20E agonist above physiological 20E levels prior to *Plasmodium* infection, which significantly reduces parasite infection (20) and suggests that 20E signaling stimulates innate immune function similar to other insect systems (22–26). Together, these data suggest that 20E signaling has dual roles, enabling the establishment of parasite infection while boosting anti-*Plasmodium* responses that limit parasite survival, likely through distinct mechanisms.

To better understand how 20E acts on mosquito immune function, here we examine the influence of 20E on immune priming prior to pathogen challenge. We demonstrate that 20E increases phagocytic activity and that 20E priming reduces bacteria and *Plasmodium* survival. Through transcriptome sequencing (RNA-seq) analysis, we demonstrate that 20E application induces known components of 20E signaling as well as several immune genes implicated in mosquito immunity, suggesting that 20E primes mosquito innate immunity for pathogen challenge.

## RESULTS

### Blood feeding and 20E injection increase phagocytic activity.

To determine the effects of 20E on mosquito immune function, we first explored whether blood feeding and 20E influenced mosquito cellular immunity. Immune cells, known as hemocytes, serve as primary immune sentinels that recognize and destroy invading pathogens by phagocytosis or through the production of humoral immune factors (34, 35). To examine how blood feeding and 20E influence these phagocytic properties, we injected fluorescent beads to evaluate phagocytosis under different physiological conditions, as previously described (29, 36). Similar to the findings of Kwon and Smith (29), we demonstrate that blood feeding, independent of pathogen challenge, significantly increased the percentage of phagocytic cells (Fig. 1A) and phagocytic activity (Fig. 1B). We therefore hypothesized that the increase in phagocytic activity might be influenced in part by the increased levels of 20E post-blood feeding. To address this question, we injected 20E into mosquitoes prior to challenge with fluorescent beads. Similarly, we observed a significant increase in the proportion of phagocytic cells (Fig. 1C) and phagocytic activity (Fig. 1D) 24 h after 20E injection, suggesting that 20E activates mosquito cellular immunity.

**FIG 1:**
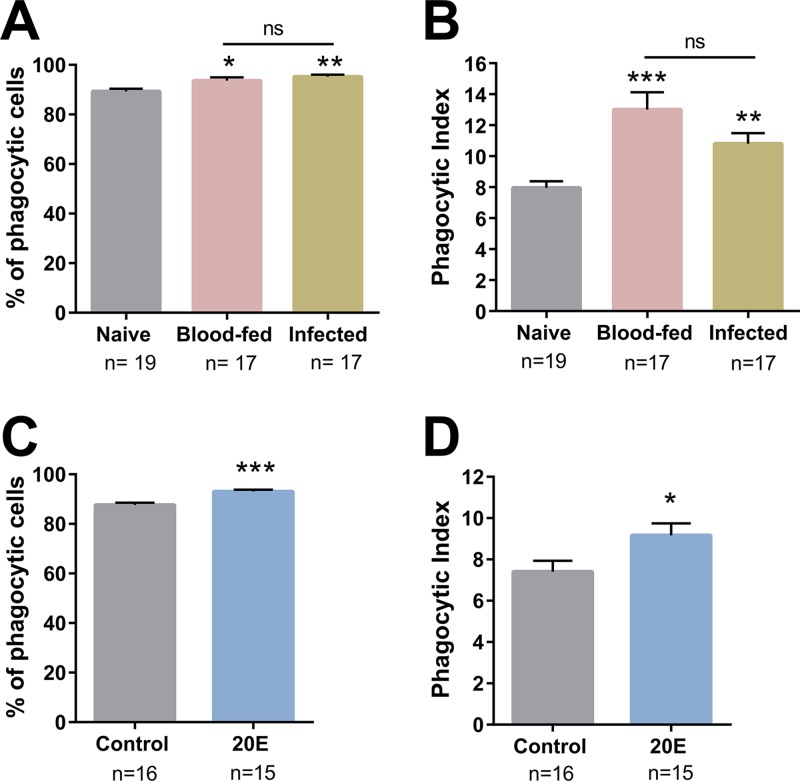
Phagocytic activity increases following blood feeding and 20E injection. (A and B) Phagocytosis assays were performed in adult female *An. gambiae* mosquitoes under naive, blood-fed, or P. berghei-infected conditions approximately 24 h postfeeding. Perfused hemocytes from each condition were evaluated by the percentage of phagocytic cells (A) and the phagocytic index (number of beads per cell) (B). (C and D) Similar experiments were performed following 20E priming, where the influence of 20E was evaluated by the percentage of phagocytic cells (C) and the phagocytic index (D). Three or more independent experiments were performed for each treatment. Data were analyzed by Kruskal-Wallis with a Dunn’s posttest (A and B) or a Mann-Whitney test (C and D) using GraphPad Prism 6.0. *n*, number of mosquitoes examined for each condition. Asterisks denote significance: *, *P < *0.05; **, *P < *0.01; ***, *P < *0.001). ns, not significant.

### Blood feeding and 20E limit bacterial infection.

Based on our observations that blood feeding and 20E increase phagocytic activity, we next looked to determine the role of blood feeding and 20E priming on bacterial challenge. To approach this question, we challenged naive and blood-fed mosquitoes (∼24 h postfeeding) with Escherichia coli, and bacterial titers were evaluated 18 to 24 h later from perfused hemolymph. Comparisons of naive and blood-fed mosquitoes revealed a significant reduction in bacterial numbers in blood-fed mosquitoes when E. coli titers were examined at 24 h (Fig. 2A). Since 20E is produced following a blood meal, we speculated that 20E signaling increased immune function and subsequently reduced E. coli survival. This was examined by priming mosquitoes with 20E and then challenging as done previously with E. coli at 12, 18, or 24 h post-20E priming. We found a significant reduction in E. coli titers when challenged 12 h post-20E priming (Fig. 2B), yet the effects of 20E priming were abrogated when challenged at 18 (Fig. 2C) or 24 (Fig. 2D) h post-20E priming. Interestingly, this peak effect on antibacterial immunity occurs ∼12 h post-20E priming. This corresponds to the approximate timing of peak 20E production in the mosquito host, where 20E is induced ∼12 h post-blood meal and peaks between 18 and 24 h post-blood feeding (37).

**FIG 2:**
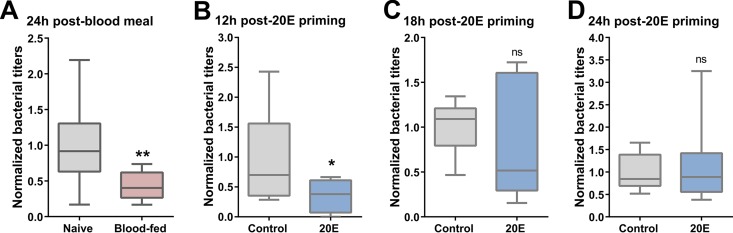
Blood feeding and 20E priming reduce E. coli survival. (A to D) The effects of blood feeding and 20E priming on bacterial titers were examined through bacterial challenge experiments with E. coli. Mosquitoes were challenged with bacteria ∼24 h post-blood meal (A), 12 h post-20E priming (B), 18 h post-20E priming (C), or 24 h post-20E priming (D). For each experimental condition, hemolymph bacterial titers were examined 24 h later by perfusion. Pooled hemolymph from five mosquitoes was plated in duplicate on LB-kanamycin plates, and the bacterial colonies were counted to determine the titers. Data were normalized from three or more independent experiments and visualized using box plots (whiskers show minimum/maximum values, lines denotes median values) and evaluated by Mann-Whitney analysis using GraphPad Prism 6.0 to determine the significance. *, *P < *0.05; **, *P < *0.01; ns, not significant.

### 20E priming limits *Plasmodium* survival.

Since 20E influences phagocytosis and antibacterial immunity (Fig. 1 and 2), we wanted to explore whether 20E priming similarly influences malaria parasite numbers in the mosquito host. To examine this question, we primed mosquitoes with 20E and then challenged them with Plasmodium berghei. We found that the injection of 20E 24 h before *Plasmodium* infection significantly reduced parasite survival (Fig. 3A) and the prevalence of infection (Fig. 3B), suggesting that 20E initiates anti-*Plasmodium* immune responses that prime the mosquito host. No differences in feeding efficiency or in the size of the blood meal were observed following 20E injection.

**FIG 3:**
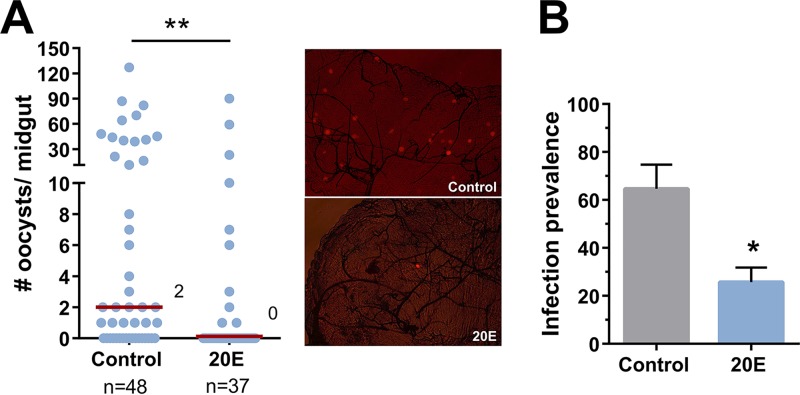
20E priming significantly reduces *Plasmodium* survival. (A) Adult female mosquitoes were injected with 10% EtOH in 1× PBS (control) or 20E and then challenged with a P. berghei-infected mouse 24 h later. Eight days postinfection, *Plasmodium* oocyst numbers were evaluated by fluorescence, as shown in representative images for each condition. Data were pooled from four independent experiments. Median oocyst numbers from both treatments are represented by a red line. (B) The percentages of mosquitoes containing at least one oocyst (prevalence of infection) were combined from each of the four independent experiments. Mann-Whitney analysis was used to determine significance using GraphPad Prism 6.0. *, *P < *0.05; **, *P < *0.01. *n*, number of mosquitoes examined per treatment.

### 20E regulation of mosquito physiology and immunity.

To better understand how 20E primes immune responses to bacteria and malaria parasites, we performed RNA-seq analysis to identify genes responsive to 20E treatment. 

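Sua 4.0 is an established cell line of *An. gambiae*, and 20E is a steroid hormone that mosquitoes produce after a blood meal. Sua 4.0 cells received 20E at 500 ng/ml (1 μM) or the same volume of its solvent, ethyl alcohol (EtOH), and RNA was collected 24 h later. The ethanol is given as 100% in the paper's methods and as 10% in the sample labels. There were 4 libraries from 20E-treated cells and 4 from EtOH-treated cells, made with a stranded mRNA kit and sequenced as read pairs in a single lane. The authors mapped the read pairs to the AgamP4 genome with STAR and counted them on genes with featureCounts, leaving out fragments that mapped to several places, were chimeric or lacked an end. The deposited values are these whole-number counts for 13763 genes, without normalization. The listed length of each gene is its whole span from start to end, introns included, and the paper's text does not name the strand setting of the counting. Genes whose spans overlap are therefore less certain than others.
The 20E libraries held 6865599, 12373329, 14878014 and 13243719 counts for replicates 1, 2, 3 and 4 (median 12808524), and the EtOH libraries 7761718, 9866533, 13566683 and 12435877 (median 11151205). Replicate 1 thus had the lowest depth in both groups. Libraries of the same group differed from each other by far more than counting noise, so none was counted as a repeat of another. Levels are counts scaled to library size with edgeR's TMM factors (CPM), given as mean ± SD over the 4 libraries of a group. The 8180 genes that passed edgeR's default expression filter were tested with edgeR's quasi-likelihood test, with treatment as the only term. Each standard error given is the absolute log2 fold change divided by the square root of the test's F statistic. It restates the test on the log2 scale and is not a separate estimate of error, so it is approximate for genes with few counts. Genes with a Benjamini-Hochberg adjusted p of at most 0.1, the limit the paper uses, were called. The test, the filter and whether the replicate number enters the fit could each change the number of calls, and the paper's text names edgeR without them.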

Similar to studies in *Drosophila* that examined the effects of 20E on S2 cells (24), we examined the response to 20E treatment in *An. gambiae* Sua 4.0 cells to simplify the multiple tissues and time points that might complicate expression analysis *in vivo*. Our analysis identified 128 differentially regulated genes, including 80 upregulated genes and 48 downregulated genes (see Table S3 in the supplemental material). 

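edgeR's quasi-likelihood test called 65 genes in the deposited counts, 42 higher and 23 lower after 20E. At an unadjusted p under 0.05 there were 557 genes. Of the genes in Table S3, 126 were among those tested, all 126 changed in the direction given there, and 57 of them were called. Table S3 was drawn from these same libraries, so the shared direction is not independent evidence. Of the alternatives set in advance, edgeR's exact test called 120 genes, 117 of them in Table S3, and its likelihood ratio test 147, with 110 in Table S3. A setting found afterwards by a search for the one closest to Table S3 called 127, with 125 in Table S3. The alternative set in advance that moved the count most was a fit with the replicate number as a block. It called 1427 genes (682 higher, 745 lower), among them all 65 and 126 genes of Table S3. The number of calls also changed when single libraries were left out. Such a fit has fewer libraries and splits 2 libraries with the same replicate number. A call lost there does not by itself show that 1 library carried the change. It fell to 30, 31 and 19 genes without 20E replicates 2, 3 and 4, and to 41, 22 and 16 genes without EtOH replicates 1, 3 and 4.
Among the called genes, several stood well clear of the replicate spread. AGAP010689, a gene on 3L from 8564138 to 8601868 that Table S3 lists without a name, rose by 1.91 (standard error 0.18) on the log2 scale (adjusted p = 0.00564 from edgeR's quasi-likelihood test). AGAP007601, also without a name there and on 2L from 48147825 to 48149592, had 281 ± 169 CPM after 20E and 7.88 ± 2.94 CPM after EtOH, with an adjusted p of 0.00699 from that test. Organic cation transporter 3 (AGAP010509, 3L from 5244024 to 5247930) had a log2 fold change of -2.94 (standard error 0.31) and an adjusted p of 0.00747 from edgeR's test. For glycerol-3-phosphate dehydrogenase (AGAP004437, 2R from 55996972 to 56006061) the level was 16.7 ± 0.891 CPM after 20E and 43.5 ± 7.06 CPM after EtOH, with an adjusted p of 0.0136 from the same edgeR test. AGAP000274, an unnamed gene on X from 5005958 to 5006816, changed by -1.78 (standard error 0.23), at an adjusted p of 0.0176 in edgeR, with EtOH replicate 2 well below the other EtOH libraries. These 5 genes were called with every library left out in turn. The E2 component of 2-oxoisovalerate dehydrogenase (AGAP000549, X from 9839687 to 9843870) had a log2 fold change of -1.65 (standard error 0.23) and an adjusted p of 0.0314 from edgeR, and it was not called without 20E replicate 4 (adjusted p = 0.116).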

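Table S3 gives each of its genes a functional category. It holds no category for the genes it does not list, so calls were counted by category and no enrichment was tested. edgeR's quasi-likelihood test without a block called 9 genes of the transcription group higher. Among transport genes 5 were called higher and 4 lower, and among immunity genes 5 higher and 1 lower. Metabolism had 6 genes called lower and 4 higher. The redox metabolism group of Table S3 holds 8 genes that fell. In the deposited counts 8 of 8 were lower after 20E with an unadjusted p under 0.05, but 0 were called by edgeR's quasi-likelihood test. limma-voom also called 0, whereas DESeq2, edgeR's exact test and edgeR's likelihood ratio test each called 6. With the replicate block the calls were 11 higher for transcription, 12 higher and 8 lower for transport, 12 higher and 5 lower for immunity, 14 lower and 5 higher for metabolism, and 8 lower and 2 higher for redox metabolism. The block called all 126 tested genes of Table S3, so these counts restate the categories of that table. They say nothing about the other genes called with the block, which have no category.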

Gene ontology analysis demonstrated that 20E application upregulates transcripts associated with transport, immunity, and transcription while downregulating transcripts with predicted function in metabolism and redox metabolism (Fig. 4A). This includes the upregulation of several previously described 20E-induced “early” genes, *HR3*, *HR4*, *E75A/B*, and multiple broad complex isoforms (Fig. 4B; Table S3), implicated in canonical 20E signaling (38).

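These genes encode nuclear receptors and other transcription factors. All 7 early genes were called higher, in the fit without the block, with it, and when the p-values were adjusted over the list alone. The list was chosen by the study on these same libraries, so the last is not independent evidence. *HR4* (AGAP004693, 2L from 1527686 to 1533479) had 124 ± 26.3 CPM after 20E and 0.228 ± 0.102 CPM after EtOH, a log2 fold change of 9.08 (standard error 0.35) with an adjusted p of 7.76e-06 from edgeR's quasi-likelihood test. The EtOH level of *HR4* came from 9 counts in all. *HR3* (AGAP009002, 3R from 23116822 to 23136730) had 1524 counts in the 20E libraries and 5 in the EtOH libraries, a log2 fold change of 7.80 (standard error 0.48) and an adjusted p of 2.48e-04 by edgeR. *E75A* (AGAP012223) lies on 3L from 39094062 to 39115899, and its level was 110.4 ± 27.9 CPM after 20E and 10.0 ± 8.04 CPM after EtOH, with a log2 fold change of 3.48 (standard error 0.52) and an adjusted p of 0.0341 in the edgeR test. *E75B* (AGAP012222, 3L from 39067649 to 39074558) had 100 counts after 20E and 0 after EtOH. Set against a limit of 3 counts over the whole EtOH group, its level was at least 27.7-fold higher (adjusted p = 0.0397, edgeR).
The broad complex is listed as 3 genes on 2R, AGAP002163 from 16655331 to 16658641, AGAP002164 from 16662380 to 16663718 and AGAP002165 from 16670768 to 16682537. The paper calls them isoforms of 1 complex, so their changes are not separate observations. They rose by 2.02 (standard error 0.36), 2.22 (standard error 0.43) and 2.36 (standard error 0.29) on the log2 scale, with adjusted p of 0.0624, 0.0882 and 0.0138 from edgeR's quasi-likelihood test. *HR4*, *HR3* and AGAP002165 were called whichever library was left out. *E75A* was not called when 20E replicate 4 and EtOH replicate 4 were left out 1 at a time, with adjusted p of 0.116 and 0.153 in that order, and its log2 fold change was 4.18 without EtOH replicate 1. *E75B* was not called when 20E replicates 2, 3 and 4 and EtOH replicate 4 were left out 1 at a time, with adjusted p of 0.101, 0.101, 0.144 and 0.108 in that order. AGAP002163 was not called when 20E replicates 2, 3 and 4 and EtOH replicates 1, 3 and 4 were left out 1 at a time, with adjusted p of 0.167, 0.169, 0.225, 0.146, 0.225 and 0.235 in that order. AGAP002164 was not called when 20E replicates 1, 2, 3 and 4 and EtOH replicates 2, 3 and 4 were left out 1 at a time, with adjusted p of 0.164, 0.180, 0.207, 0.264, 0.152, 0.281 and 0.304 in that order, nor was it called with no expression filter, at an adjusted p of 0.113.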

**FIG 4:**
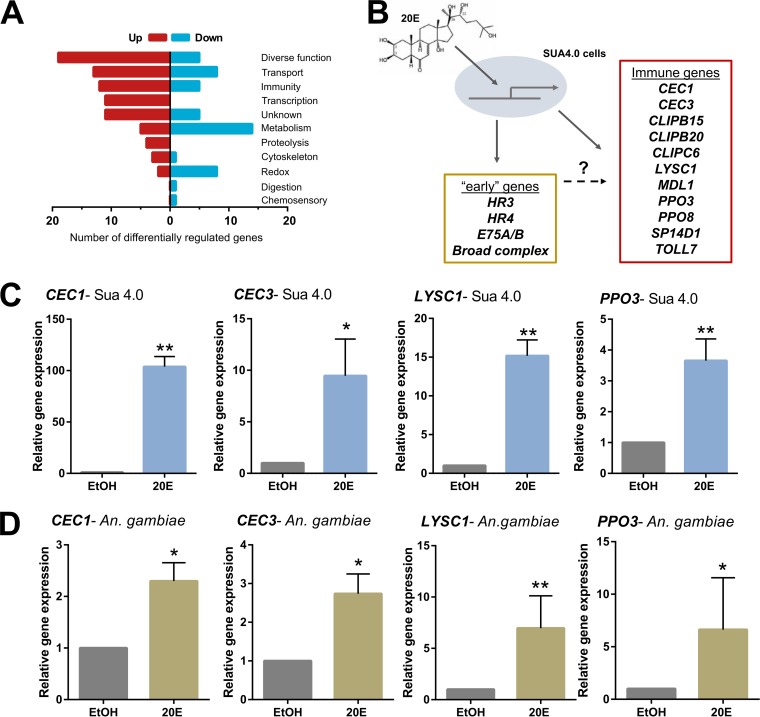
RNA sequencing identifies immune genes stimulated by 20E application. (A) RNA-seq analyses of 20E-treated Sua 4.0 cells identified 128 differentially regulated genes (80 upregulated, 48 downregulated) grouped by gene ontology. (B) Included among these genes are a number of previously described “early” genes under 20E regulation, as well as multiple genes involved in innate immunity. (C and D) Four of these immune genes (*CEC1*, *CEC3*, *LYSC1*, *PPO3*) were examined to validate the effects of 20E in either Sua 4.0 cells (C) or *in vivo* in whole female *An. gambiae* samples (D) in comparison to control (EtOH) treatments. Statistical significance was determined by Mann-Whitney analysis (*, *P < *0.05; **, *P < *0.01) from four independent biological samples.

The RNA-seq data also provide insight into many of the physiological processes that accompany mosquito blood feeding that may be under hormonal regulation. 

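Allantoinase and collagen IV were both measured with a large spread between replicates. Allantoinase (AGAP000239) lies on X from 4504112 to 4505751 of AgamP4. Its counts in replicates 1, 2, 3 and 4 were 199, 11, 6 and 140 after 20E and 3, 7, 4 and 3 after EtOH, too low for the expression filter. In edgeR's quasi-likelihood test with no filter its log2 fold change was 4.63 (standard error 1.27) and its adjusted p 0.338. Between the libraries of a pair with the same replicate number, the log2 ratio was 5.98, 0.18, 0.19 and 5.09, so replicates 1 and 4 carried the increase. Without 20E replicate 1 the log2 fold change was 3.24. The replicate block with no filter gave an adjusted p of 2.88e-04 (log2 fold change 3.79, standard error 0.64) and DESeq2 one of 0.00128, against a range from 0.00128 to 0.918 over the fits without the block. DESeq2 with the block, a setting added after seeing the values, gave 0.108 (log2 fold change 2.97) and did not call the gene.
Collagen IV (AGAP009200) lies on 3R from 28613496 to 28620808. It had 2471, 366, 106 and 212 CPM in 20E replicates 1, 2, 3 and 4, and 217, 9.62, 5.57 and 6.43 CPM in the EtOH replicates. Replicate 1 was thus the highest in both groups, and the groups overlapped. The log2 fold change was 3.73 (standard error 1.53) with an adjusted p of 0.688 from edgeR's quasi-likelihood test, so it was not called. Within the pairs the log2 ratio was 3.51, 5.24, 4.23 and 5.03. With the replicate block the log2 fold change was 4.45 (standard error 0.27, adjusted p = 1.62e-05 from edgeR), and edgeR's exact test also called the gene, with an adjusted p of 0.0675. Over the alternatives set in advance the adjusted p ran from 1.62e-05 to 1.00. Without 20E replicate 1 the log2 fold change fell to 1.94, and without EtOH replicate 1 it rose to 6.77.

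**Figure D1:**
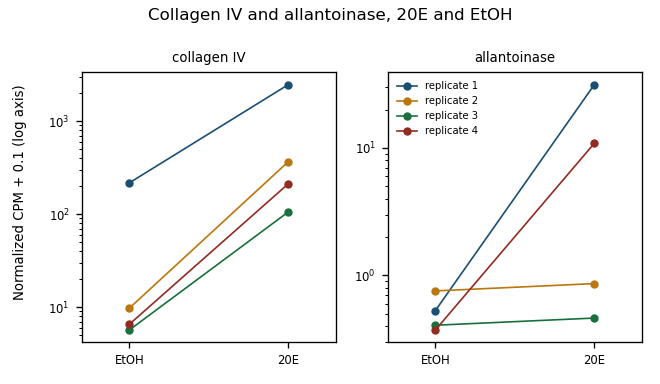
Level of collagen IV and allantoinase in Sua 4.0 cells after EtOH or 20E. The vertical axis is normalized CPM with 0.1 added, on a log scale, and each line joins the 20E and EtOH libraries with the same replicate number. Collagen IV rises along all 4 lines, while allantoinase rises steeply in replicates 1 and 4 and is nearly flat in replicates 2 and 3.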

20E treatment significantly increased the expression of allantoinase (Table S3; Fig. S1), a key enzyme in urea synthesis (39, 40), and collagen IV, a major component of the basal lamina (41). Both genes have previously been induced after blood feeding (40, 41), supporting that 20E regulation may drive these patterns in gene expression. 

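Fatty acid CoA ligase, fatty acid amide hydrolase and apolipophorin III differed in direction and in how far they stood from the replicate spread. Fatty acid CoA ligase (AGAP008596) lies on 3R from 13468585 to 13491630 and had 244 ± 110.1 CPM after 20E and 66.5 ± 33.5 CPM after EtOH. Its log2 fold change was 1.88 (standard error 0.45) with an adjusted p of 0.184 from edgeR's quasi-likelihood test, so it was not called, although the lowest 20E library lay above the highest EtOH library. It was called with the replicate block (adjusted p = 1.74e-05), by DESeq2 (0.00332), by edgeR's exact test (0.00154) and by its likelihood ratio test (0.00694). Over the alternatives its adjusted p went as high as 0.474. Its span overlaps that of a gene on the opposite strand with 2081 counts, so its count is less certain. Fatty acid amide hydrolase (AGAP011315, 3L from 20934873 to 20942050) was lower after 20E in 4 of 4 pairs. It had 94.0 ± 17.4 CPM after 20E and 218 ± 44.7 CPM after EtOH, a log2 fold change of -1.22 (standard error 0.20) and an adjusted p of 0.0515 in edgeR. It was not called when 20E replicates 2, 3 and 4 and EtOH replicates 1, 3 and 4 were left out 1 at a time, with adjusted p of 0.176, 0.137, 0.144, 0.117, 0.141 and 0.181 in that order. Apolipophorin III (AGAP013365, 2R from 33372135 to 33373038) was also lower in each of the 4 pairs, at 97.5 ± 52.5 CPM after 20E and 780.2 ± 455 CPM after EtOH. Its log2 fold change was -3.002 (standard error 0.51) and its adjusted p 0.0515 by the same edgeR test. Its EtOH mean was raised by replicate 1, at 1458 CPM against 512 to 622 CPM in the others. The gene was not called when 20E replicates 2, 3 and 4 and EtOH replicates 3 and 4 were left out 1 at a time, with adjusted p of 0.150, 0.128, 0.192, 0.115 and 0.161 in that order.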

Several genes involved in lipid metabolism and transport also displayed differential expression following 20E treatment, including the increased expression of fatty acid coenzyme A (CoA) ligase and fatty acid amide hydrolase involved in lipid synthesis and the reduced expression of apolipophorin III (Table S3). This supports that 20E mediates lipid metabolism in *An. gambiae*, similar to findings in other mosquito species (42).

10.1128/mSphere.00983-19.1 FIG S1 Validation of RNA-seq data in Sua 4.0 cells and whole mosquito samples. (A) Differentially expressed genes identified in our RNA-seq analysis were validated independently in *An. gambiae* Sua 4.0 mosquito cells and whole *An. gambiae* female mosquitoes (G3 strain) by qRT-PCR. Expression data are displayed as the mean log_2_ fold change (±SEM) from at least three independent experiments. (B and C) The RNA-seq data were correlated with qRT-PCR expression values using either Sua 4.0 cell samples (B) or whole mosquitoes (C) to validate the differential gene expression. Data were analyzed using linear regression to determine significance. Download FIG S1, TIF file, 2.8 MB. Copyright © 2020 Reynolds et al. 2020 Reynolds et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In addition, 20E application upregulated 12 genes associated with mosquito immune function (Fig. 4B; Table S1). 

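In the deposited counts all 12 immunity genes that rise in Table S3 were higher after 20E in 4 of 4 pairs. The number called differed between the tests. edgeR's quasi-likelihood test called 5 of the 12 (*MDL1*, *TOLL7*, *PPO8*, *CLIPC6* and *SP14D1*), and 12 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. With the replicate block 12 were called. DESeq2 called 10, edgeR's exact test 11 and its likelihood ratio test 9, whereas limma-voom called 2. With 1 library left out, the number called was 3 without 20E replicate 2, 3 or 4 or EtOH replicate 1, and 1 without EtOH replicate 3 or 4. Table S3 also lists 5 immunity genes that fell, of which 1 was called here and 5 with the replicate block.
The clearest of the 12 was *TOLL7* (AGAP012326, 3L from 40292201 to 40298610), a Toll-like receptor. It had 19.1 ± 6.92 CPM after 20E and 0.642 ± 0.398 CPM after EtOH, a log2 fold change of 4.89 (standard error 0.49) and an adjusted p of 0.00699 from edgeR's quasi-likelihood test, and was called with every library left out in turn. *PPO8* (AGAP004976), a prophenoloxidase on 2L from 7448120 to 7450491, had 23.7 ± 23.9 CPM after 20E and 0.884 ± 0.302 CPM after EtOH, a log2 fold change of 4.75 (standard error 0.85) and an adjusted p of 0.0662 from edgeR. Its 20E mean rested largely on replicate 4, and without 20E replicate 4 the log2 fold change was 3.83. It was not called when 20E replicates 2, 3 and 4 and EtOH replicates 1, 2, 3 and 4 were left out 1 at a time, with adjusted p of 0.111, 0.146, 0.123, 0.146, 0.164, 0.247 and 0.251 in that order, and limma-voom gave 0.420. *PPO3* and *PPO8* belong to 1 gene family and lie near each other on 2L, and the counting left out fragments that mapped to both, so their levels are less certain. The gene for a leucine-rich repeat transmembrane protein (AGAP008593, 3R from 13451500 to 13466681) rose by 2.00 (standard error 0.66) on the log2 scale and was not called (adjusted p = 0.487, edgeR), with EtOH replicate 4 well above the other EtOH libraries and a log2 fold change of 2.60 without it. Its span overlaps those of 2 other genes, so its count is less certain. The replicate block (0.00122) and DESeq2 (0.0892) called it, and the highest adjusted p over the alternatives was 0.961.

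**Figure D2:**
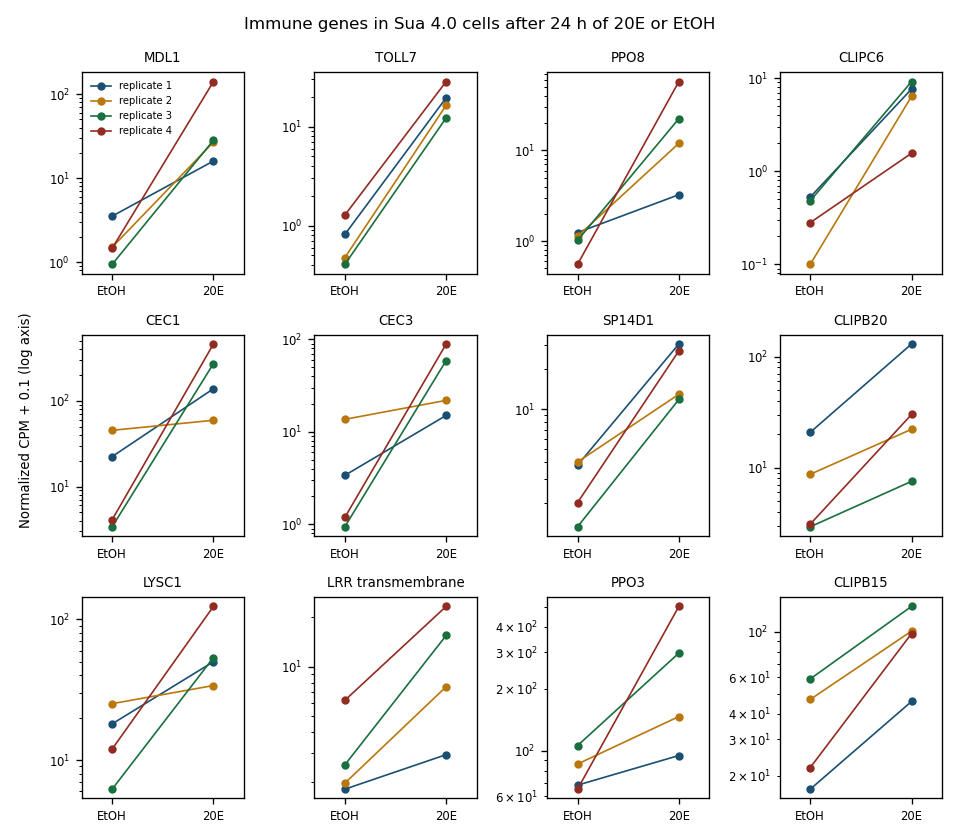
Level of the 12 immunity genes in Sua 4.0 cells after EtOH or 20E for 24 h. The vertical axis of each of the 12 panels is normalized CPM with 0.1 added, on its own log scale, and each line joins the 20E and EtOH libraries with the same replicate number. All lines rise, by amounts that differ between the replicates, least in replicate 2 for *CEC1*, *CEC3*, *SP14D1*, *CLIPB20*, *LYSC1* and *CLIPB15*.

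From the increase in these 12 genes, several of which earlier work had tied to defense against bacteria or malaria parasites, the paper proposes that 20E acts on mosquito immunity by regulating immune genes that were already characterized. The paper also measured *CEC1*, *CEC3*, *LYSC1* and *PPO3* by qRT-PCR in Sua 4.0 cells and in whole mosquitoes, and silenced *cec3* in mosquitoes. Those separate experiments were not analysed here.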

*PPO3* is a known *Plasmodium* antagonist (29), while three other genes, *LYSC1*, *CLIPB15*, and *MDL1*, are antagonists against both bacteria and malaria parasites (43–47). 

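Of these 4 genes, 1 was called in the deposited counts. *MDL1* (AGAP012352, 3L from 40909880 to 40910871) had 53.0 ± 59.0 CPM after 20E and 1.76 ± 1.14 CPM after EtOH, a log2 fold change of 4.97 (standard error 0.84) with an adjusted p of 0.0515 from edgeR's quasi-likelihood test. Its 20E mean rested largely on replicate 4, and without 20E replicate 4 the log2 fold change was 3.78. *MDL1* was not called when EtOH replicates 2, 3 and 4 were left out 1 at a time, with adjusted p of 0.148, 0.207 and 0.227 in that order, and limma-voom gave 0.238. *PPO3* (AGAP004975, 2L from 7441521 to 7444137) had 260.0 ± 183 CPM after 20E and 81.1 ± 18.8 CPM after EtOH. Its log2 fold change was 1.68 (standard error 0.48) and its adjusted p 0.326 by edgeR, so it was not called in that test. For *LYSC1* (AGAP007347, 2L from 45981005 to 45981721) the level was 65.2 ± 39.9 CPM after 20E and 15.2 ± 8.13 CPM after EtOH, with a log2 fold change of 2.10 (standard error 0.51) and an adjusted p of 0.199 from edgeR. *CLIPB15* (AGAP009844, 3R from 44101481 to 44102868) changed by 1.38 (standard error 0.45) on the log2 scale, at an adjusted p of 0.449 in the same edgeR test. With the replicate block *PPO3*, *LYSC1* and *CLIPB15* were called, at adjusted p of 0.0222, 0.0118 and 4.36e-04. DESeq2, edgeR's exact test and its likelihood ratio test also called *PPO3* and *LYSC1*, and the exact test called *CLIPB15* (0.0770). Over the alternatives the highest adjusted p was 0.799 for *PPO3*, 0.609 for *LYSC1* and 1.00 for *CLIPB15*.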

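The cecropin genes *CEC1* (AGAP000693, X from 12440533 to 12441132) and *CEC3* (AGAP000694, from 12442174 to 12442986) lie close together on the X chromosome and belong to 1 gene family, so their counts are less certain where fragments mapped to both. *CEC1* had 234 ± 177 CPM after 20E and 18.7 ± 19.8 CPM after EtOH, a log2 fold change of 3.65 (standard error 0.97) and an adjusted p of 0.254 from edgeR's quasi-likelihood test. *CEC3* had 46.2 ± 34.5 CPM after 20E and 4.69 ± 6.01 CPM after EtOH, a log2 fold change of 3.30 (standard error 0.95) and an adjusted p of 0.343 from edgeR. EtOH replicate 2 was the highest EtOH library for both, and without it the log2 fold change was 4.60 for *CEC1* and 4.81 for *CEC3*. Within the pairs numbered 1, 2, 3 and 4 the log2 ratio of *CEC1* was 2.64, 0.39, 6.36 and 6.85, and that of *CEC3* 2.17, 0.68, 6.07 and 6.30, least in replicate 2. With the replicate block both were called, *CEC1* at an adjusted p of 0.0336 and *CEC3* at 0.0242, as they were by DESeq2, edgeR's exact test and its likelihood ratio test. The adjusted p ran from 3.33e-04 to 0.609 for *CEC1* and from 0.00297 to 0.769 for *CEC3* over the alternatives set in advance, and *CEC3* was also called without EtOH replicate 2 (adjusted p = 0.0887).
The CLIP proteases are serine proteases with a clip domain. *CLIPC6* (AGAP000315, X from 10090324 to 10093280) had 6.10 ± 3.30 CPM after 20E and 0.248 ± 0.197 CPM after EtOH, from 10 counts in all after EtOH, with a log2 fold change of 4.60 (standard error 0.83) and an adjusted p of 0.0664 from edgeR's quasi-likelihood test. *CLIPC6* was not called when 20E replicates 1, 2 and 3 and EtOH replicates 1, 3 and 4 were left out 1 at a time, with adjusted p of 0.106, 0.176, 0.165, 0.117, 0.208 and 0.253 in that order, and limma-voom gave 0.211. *SP14D1* (AGAP009849, 3R from 44185219 to 44199631) had 20.5 ± 9.69 CPM after 20E and 2.69 ± 1.33 CPM after EtOH, a log2 fold change of 2.94 (standard error 0.49) and an adjusted p of 0.0515 from edgeR. *SP14D1* was not called when 20E replicate 4 and EtOH replicates 3 and 4 were left out 1 at a time, with adjusted p of 0.166, 0.141 and 0.220 in that order. *CLIPB20* (AGAP012037, 3L from 36799960 to 36801498) had overlapping groups at 47.4 ± 56.0 CPM after 20E and 8.77 ± 8.38 CPM after EtOH, a log2 fold change of 2.45 (standard error 0.95) and an adjusted p of 0.624 in edgeR. It was called with the replicate block (0.00109) and by the exact test (0.0865), with a highest adjusted p over the alternatives of 1.00. Without 20E replicate 1 its log2 fold change was 1.20, and without EtOH replicate 1 it was 3.30.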

The antimicrobial peptides CEC1 and CEC3 (Fig. 4B; Table S1) are widely implicated in general antipathogen effects for both bacteria and parasites (48–50), and while the exact function of CLIPC6, CLIPB20, and SP14D1 remain undetermined, researchers previously implicated these members of the CLIP protease family in mosquito immune signaling (51, 52). Together, this suggests that 20E treatment affects mosquito immunity through the regulation of several previously characterized immune genes.

10.1128/mSphere.00983-19.3 TABLE S1 Primers used for qRT-PCR analysis. Download Table S1, PDF file, 0.04 MB. Copyright © 2020 Reynolds et al. 2020 Reynolds et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

We validated our RNA-seq results using a subset of differentially regulated genes *in vitro* (Fig. 4C; Fig. S1) and *in vivo* using whole mosquito samples following 20E injection (Fig. 4D; Fig. S1) by quantitative reverse transcription PCR (qRT-PCR). Gene expression significantly correlated with both *in vitro* and *in vivo* samples (Fig. S1), although gene expression results more closely matched the *in vitro* samples, as expected. These differences are exemplified by differences in the expression of several genes between mosquito cell lines and whole mosquito samples, where in some cases, 20E significantly influenced expression only *in vitro* (Fig. S1). However, we cannot exclude that 20E may significantly influence the expression of these transcripts in specific mosquito tissues.

Based on the influence of 20E priming in limiting pathogen survival (Fig. 2 and 3) and the number of differentially expressed immune genes after 20E exposure (Fig. 4; Table S3), we wanted to address the ability of these immune genes to mediate the antipathogen phenotypes produced by 20E priming. Several of the immune genes responsive to 20E treatment (Fig. 4) have been previously described (43–51), providing strong support that one or more of these immune genes are responsible for the effects of 20E-mediated immunity. We confirmed the role of one of these genes, *CEC3*, encoding an antimicrobial peptide (AMP) responsive to 20E (Fig. 4), in bacterial and parasite survival (Fig. S2). Following *cec3* silencing, E. coli titers significantly increased under naive conditions (Fig. S2) similar to previous studies (48), yet these effects were abrogated in blood-fed mosquitoes (Fig. S2). This suggests that the effects of *cec3* silencing are overcome by the large number of immune components induced by blood feeding that mask the role of CEC3 in antibacterial immunity. *cec3* silencing also resulted in a significant increase in P. berghei numbers (Fig. S2), suggesting that CEC3 contributes to anti-*Plasmodium* immunity, as described in previous studies (48–50). Together, these experiments demonstrate that 20E-mediated regulation of *CEC3*, as well as other previously described genes, provides generalized antipathogen effects that mediate both bacterial and malaria parasite survival.

10.1128/mSphere.00983-19.2 FIG S2 Cecropin 3 (*cec3*) silencing increases bacterial and P. berghei infection. (A) The efficiency of *cec3* silencing was examined in whole mosquitoes by qRT-PCR by comparing *cec3* transcripts in dsGFP (control) or dsCec3 samples. Statistical analysis was performed using Student’s *t* test with four independent experiments. (C) To determine the role of *cec3* in response to bacterial challenge, bacterial titers were examined in individual mosquitoes following the injection of dsGFP (control) or dsCec3 under naïve and blood-fed conditions. More than 30 mosquitoes were examined for each experimental condition, with data analyzed using a Mann-Whitney test to determine significance. (C) In addition, the effects of *cec3* silencing were examined on P. berghei oocyst numbers 8 days postinfection and analyzed using a Mann-Whitney test. The percentages of mosquitoes containing at least one oocyst (prevalence of infection) were combined from each of the three independent experiments and analyzed using a Mann-Whitney test. For each experiment, asterisks denote significance: *, *P < *0.05; ***, *P < *0.001. ns, not significant; *n*, number of mosquitoes examined per treatment. Download FIG S2, TIF file, 1.6 MB. Copyright © 2020 Reynolds et al. 2020 Reynolds et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

Blood feeding is an essential behavior for *An. gambiae* and other hematophagous insects to acquire nutrient resources for egg production. This requires the synthesis of yolk protein precursors in a process known as vitellogenesis, which is regulated by the production of 20E shortly after a blood meal (7, 19, 53). In addition, the male transfer of 20E during mating further contributes to oogenesis to maximize female fecundity (15–17). While genetic approaches that ablate mosquito ovary development have identified an essential role of 20E signaling to establish *Plasmodium* infection in the mosquito host (21, 33), the application of a 20E agonist provides contrasting evidence that boosting 20E signaling can also impair malaria parasite infection (20). These data argue that distinct mechanisms of 20E signaling may impair malaria parasite survival in the mosquito host through its influence on mosquito reproduction or the innate immune system. However, studies of 20E function on the immune system of mosquitoes and other insects have thus far been limited.

Much of our current understanding of 20E function in innate immunity relies on previous studies in *Drosophila* (23–26). 20E signaling regulates antimicrobial protein (AMP) production in *Drosophila* (23, 24) through PGRP-LC-dependent and -independent mechanisms via the ecdysone receptor and ultraspiracle heterodimer (24). Evidence from *Drosophila* also suggests that 20E promotes hemocyte activation, leading to increased mobility, responsiveness to wounding, and phagocytic activity (26, 54). Through the results presented here, we see similarities in which 20E regulates AMP production (cecropins) and increases the phagocytic activity of mosquito immune cells. We also find that 20E mediates antipathogen effects on both bacteria and malaria parasites (Fig. 5), similar to the antibacterial effects of 20E signaling described in *Drosophila* (24, 26). Despite these parallels, there are distinct physiological differences between *Drosophila* and *An. gambiae*, most notably in the blood-feeding behavior of mosquitoes, pathogen exposure, and the production of 20E. For this reason, there is reason to believe that the role of 20E may vary between *Drosophila* and mosquitoes, particularly regarding innate immunity.

**FIG 5:**
Multimodal effects of blood feeding and 20E on mosquito reproduction and immunity. Blood feeding stimulates the production of 20E, which can initiate vitellogenesis and influence mosquito fecundity as well as prime mosquito immune responses that limit bacterial and malaria parasite survival.

In mosquitoes, several studies suggest that blood feeding, independent of pathogen challenge, stimulates mosquito immunity (28, 30–32). However, these studies only indirectly implicate the role of 20E function in the mosquito immune response. More direct evidence demonstrates the role of 20E in prophenoloxidase (PPO) expression *in vitro* (27) and that of LRIM9, a leucine-rich immunomodulatory protein, through experiments *in vivo* (28). Previous studies show that both LRIM9 (28) and multiple PPOs (29) influence *Plasmodium* killing, supporting a model in which 20E promotes an anticipatory immune response to immune challenge immediately following a blood meal (28). When combined with previously described antibacterial and anti-*Plasmodium* responses of other immune genes identified in our RNA-seq analysis (43–47), our experiments demonstrate the activation of mosquito innate immunity by 20E.

Given the role of 20E priming in bacteria and malaria parasites, 20E likely triggers both cellular and humoral immune components that limit pathogen survival. We demonstrate that 20E increases the phagocytic activity of mosquito immune cells and the production of AMPs, as well as other immune elicitors. However, the mechanisms that establish 20E-mediated immune priming remain unknown. Following 20E treatment, we see distinct changes in cellular immune function, yet it is unclear if 20E also influences humoral components produced by hemocytes or the fat body that are secreted into the hemolymph that may also act on bacteria or invading malaria parasites. It is also possible that the introduction of bacteria into the hemolymph and the invasion of *Plasmodium* via an infected blood meal may invoke distinct 20E-mediated immune responses, thus requiring further study.

Through our challenge experiments, we observed temporal differences in the effects of 20E priming. E. coli challenge experiments appeared more transient, displaying peak activity 12 to 18 h postpriming, contrasting with P. berghei challenge experiments that retain activity ∼48 h postpriming that persists through the onset of ookinete invasion. In both approaches, we believe that the injection of 20E likely creates an initial priming signal. Yet, the more persistent priming that accompanies the P. berghei infection experiments may be explained by the second pulse of endogenous 20E that accompanies the infected blood meal to provide a continued boost to 20E-mediated immunity.

In addition to the impacts of 20E on mosquito immunity, our RNA-seq analysis identified differentially regulated genes that mediate a wide array of physiological responses to 20E treatment. This includes genes involved in lipid metabolism and transport that likely contribute to vitellogenesis and the production of other lipid resources synthesized shortly after a blood meal. Since these lipids can be incorporated into egg production or developing oocysts (21, 55, 56), the influence of 20E on immunity and physiology raise additional considerations concerning the potential trade-offs between mosquito reproduction and immunity. Both physiological processes are energetically costly, where 20E production may serve as a limiting factor for the allocation of resources toward egg production or immunity (57). Evidence suggests that mosquito fitness is reduced at the cost of anti-*Plasmodium* immunity (55, 58), arguing that there is a competition for resources in the mosquito host. This is supported by fitness experiments in transgenic mosquitoes refractory to malaria infection that display increased fecundity following *Plasmodium* challenge, presumably by enabling more resources for egg production (59, 60). However, this was challenged by recent studies arguing that Plasmodium falciparum infection intensity positively correlates with increased egg production and levels of 20E, where the production of lipids during vitellogenesis is used by P. falciparum to increase survival and optimize transmission (21). Therefore, the effects of 20E on mosquito immunity and reproductive fitness potentially depend on specific host-pathogen interactions that define differences in *An. gambiae* immunity to P. berghei and P. falciparum parasites (45, 61).

In summary, our findings demonstrate the role of the hormone 20E in priming mosquito innate immunity to both bacteria and malaria parasites. These effects are mediated in part through the activation of cellular immunity and likely involve a number of humoral factors, including that of CEC3 described here, that make mosquitoes more resistant to pathogen infection. As a result, these data provide novel insights into the hormonal regulation of the mosquito immune system yet require further investigation to better understand the regulation and tissue-specific contributions of 20E immune priming. Together with previous work (20), our results support that increasing 20E signaling in the mosquito host can reduce *Plasmodium* infection and may serve as a potential target to interrupt the transmission of malaria.

## MATERIALS AND METHODS

### Ethics statement.

The protocols and procedures used in this study were approved by the Animal Care and Use Committee at Iowa State University (IACUC-18-228).

### Mosquito rearing and *Plasmodium* infections.

A colony of *An. gambiae* G3 was maintained at 27°C and 80% relative humidity, with a 14-h/10-h light/dark cycle. Mosquito larvae were fed on a ground fish food diet (Tetramin). Pupae were isolated using a pupal separator (John W. Hock Company) and were allowed to emerge in containers of ∼50 mosquitoes. Adults eclosed in mixed populations of male and female mosquitoes where mating likely occurred prior to downstream experimentation but was not quantified. Adult mosquitoes were maintained on a 10% sucrose solution.

For mosquito infections, an mCherry strain of Plasmodium berghei (62) was passaged into female Swiss Webster mice and monitored for exflagellation as previously described (29, 36, 63). Mosquitoes were fed on an infected, anesthetized mouse, and then maintained at 19°C. Mosquito midguts were dissected 8 days postinfection in 1× phosphate-buffered saline (PBS), and oocyst numbers were measured by fluorescence using a Nikon Eclipse 50i microscope.

### RNA-seq analysis.

To examine the effects of 20E on mosquito cells, we applied 20E (dissolved in 100% ethyl alcohol [EtOH]) to Sua 4.0 cells to a final concentration of 500 ng/ml (1 μM) based on comparable studies in *Drosophila* (24) and *An. gambiae* cell lines (27) that used the same concentration. Sua 4.0 cells treated with a comparable volume of 100% EtOH were used as controls. Twenty-four hours after application, Sua 4.0 cells for both 20E-treated and control samples were harvested for RNA isolation. Total RNA was isolated using TRIzol (Thermo Fisher Scientific) and then purified with the RNA Clean & Concentrator-5 kit (Zymo Research) and quantified using a Nanodrop spectrophotometer (Thermo Fisher Scientific). RNA quality and integrity were measured using an Agilent 2100 Bioanalyzer Nano Chip (Agilent Technologies). Two hundred nanograms of total RNA was used to perform RNA-seq analysis from four independent biological replicates. RNA-seq libraries were prepared by the Iowa State University DNA Facility using the TruSeq stranded mRNA sample prep kit (Illumina) and dual indexing according to the manufacturer’s instructions. The size, quality, and concentration of the libraries were measured using an Agilent 2100 Bioanalyzer and a Qubit 4 fluorometer (Invitrogen), and the libraries were then diluted to 2 nM based on the size and concentration of the stock libraries. Clustering of the libraries into a single lane of the flow cell was performed with an Illumina cBot. Paired-end sequencing of 150 bp was performed on an Illumina HiSeq 3000 using standard protocols.

Raw sequencing data were analyzed by the Iowa State Genome Informatics Facility. Sequence quality was assessed using FastQC (v 0.11.5) (64), and then paired-end reads were mapped to the Anopheles gambiae PEST reference genome (AgamP4.9) downloaded from VectorBase (65) using STAR aligner (v 2.5.2b) (66). Genome indexing was performed using the genomeGenerate option and the corresponding GTF file downloaded from VectorBase (version 4.7), followed by mapping using the alignReads option. Output SAM files were sorted and converted to BAM format using SAMTools (v 1.3.1) (67), and counts for each gene feature were determined from these alignment files using featureCounts (v 1.5.1) (68). Reads that were multimapped or chimeric and fragments with missing ends were excluded. Counts for each sample were merged using AWK script, and differential gene expression analyses were performed using edgeR (69). Differentially expressed genes with a *q* score of ≤ 0.1 were considered significant and were used for downstream analyses.

### *In vivo* injection of 20E in mosquitoes.

Adult female *An. gambiae* mosquitoes (3 to 5 days posteclosion) were injected with 20E essentially as described by Upton et al. (28). Briefly, 20E (Sigma) was resuspended in 100% EtOH and diluted (1:10) in 1× PBS to a working stock suspension of 7.24 μg/μl. Anesthetized mosquitoes were injected with 69 nl of the working stock solution, resulting in the delivery of 500 ng of 20E per individual mosquito, an amount half that of previous experiments (28). This dosage was previously shown to maximally stimulate protein synthesis in the fat body of Aedes aegypti mosquitoes *in vitro* (28, 70). Control mosquitoes were similarly injected with 69 nl of 100% EtOH diluted (1:10) in 1× PBS. After injection, surviving mosquitoes were challenged (E. coli or P. berghei) or were used for the collection of samples for RNA isolation to determine the effects of 20E on gene expression. Mosquitoes were kept at 19°C for bacterial challenge and P. berghei infection experiments to avoid confounding effects of temperature in assessing the role of 20E in immune function.

### Gene expression analysis.

Total RNA was isolated from Sua 4.0 cells or whole mosquitoes (∼10 mosquitoes) using TRIzol (Thermo Fisher Scientific) according to the manufacturer’s protocol. RNA samples were quantified using a NanoDrop spectrophotometer (Thermo Fisher Scientific), and ∼2 μg of total RNA was used as a template for cDNA synthesis using the RevertAid first-strand cDNA synthesis kit (Thermo Fisher). Gene expression was measured by qRT-PCR using gene-specific primers (see Table S1 in the supplemental material) and PowerSYBR Green (Invitrogen). The results were normalized to an S7 reference gene and quantified using the 2^−ΔΔ^*^CT^* method as previously described (71). Samples were run in triplicate for each experiment.

### dsRNA synthesis and gene silencing.

T7 primers for green fluorescent protein (GFP) and cecropin 3 (*cec3*) were used to amplify cDNA prepared from whole *An. gambiae* mosquitoes and cloned into a pJET1.2 vector using a CloneJET PCR cloning kit (Thermo Fisher). The resulting plasmids were used as a template for amplification using the corresponding T7 primers (Table S2). PCR products were purified using the DNA Clean & Concentrator kit (Zymo Research) and used as a template for double-stranded RNA (dsRNA) synthesis as previously described (36, 63). The resulting dsRNA was resuspended in RNase-free water to a concentration of 3 μg/μl. For gene silencing experiments, 69 nl of dsRNA was injected per mosquito and evaluated by qRT-PCR to establish gene knockdowns at 1 to 5 days postinjection. Time points with the highest efficiency of gene silencing were chosen for downstream experiments.

10.1128/mSphere.00983-19.4 TABLE S2 Primers used for dsRNA synthesis. Download Table S2, PDF file, 0.04 MB. Copyright © 2020 Reynolds et al. 2020 Reynolds et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSphere.00983-19.5 TABLE S3 Differentially regulated genes in Sua 4.0 cells following 20E treatment. Download Table S3, XLSX file, 0.02 MB. Copyright © 2020 Reynolds et al. 2020 Reynolds et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Phagocytosis assays.

*In vivo* phagocytosis assays were performed as previously described (29, 36). Briefly, mosquitoes were injected with 69 nl of red fluorescent FluoSpheres (1 μm; Molecular Probes) at a 1:10 dilution in 1× PBS. Following injection, mosquitoes were allowed to recover for 2 h at 19°C and were then perfused onto a multitest slide. Samples were fixed using 4% paraformaldehyde for 30 min, washed three times using 1× PBS, and then blocked in 1% bovine serum albumin (BSA) for 30 min at room temperature. Hemocytes were stained using a 1:500 dilution of fluorescein isothiocyanate (FITC)-labeled wheat germ agglutinin (WGA; Sigma) in 1× PBS and incubated overnight at 4°C. After washing with 1× PBS, cell nuclei were stained with ProLong Gold antifade reagent with DAPI (4′,6-diamidino-2-phenylindole) (Invitrogen). Hemocytes were identified by the presence of WGA and DAPI signals, and the percent phagocytosis was calculated by dividing the number of cells containing red fluorescent beads by the total number of cells present. The phagocytic index was calculated by counting the total number of beads per cell (this is summed for all of the cells) and dividing that number by the number of phagocytic cells. Approximately 200 cells were counted per mosquito sample.

### E. coli challenge.

To evaluate the effect of blood feeding and 20E priming on bacterial infection, bacterial challenge experiments were performed as previously described (72) with control or 20E-treated mosquitoes. Briefly, kanamycin-resistant E. coli was cultured at 37°C until reaching an optical density at 600 nm (OD_600_) of 0.4. Approximately 1 ml of the E. coli solution was centrifuged at 10,000 × *g* for 10 min, and the supernatant was removed. The pellet was washed twice with 1× PBS and then concentrated, before resuspension in 1× PBS. Challenge experiments were performed by injecting 69 nl of E. coli into the thorax of each mosquito under each experimental condition. After injection, E. coli-challenged mosquitoes were kept at 19°C for 12 to 24 h before perfusion. The hemolymph from five mosquitoes (∼50 μl) was pooled and diluted in 450 μl of LB broth at room temperature. One hundred microliters of the pooled hemolymph sample was plated on LB agar plates containing kanamycin in triplicate and incubated overnight at 37°C. The number of E. coli colonies per plate was recorded, with the average used for a comparison between control and 20E-treated samples (number of E. coli colonies/average of control). This standardization was performed to normalize for variation in E. coli numbers between experiments.

To determine the effects of *cec3* gene silencing on bacterial load, a slightly modified procedure was used to evaluate individual mosquito bacterial titers to account for additional variability in individual gene-silenced mosquitoes (48, 73). Briefly, control and *cec3*-silenced mosquitoes were challenged 2 days post-dsRNA injection with 69 nl of kanamycin-resistant E. coli, as described above. Twenty-four hours post-E. coli challenge, individual mosquitoes were homogenized in 100 μl of 1× PBS. Samples were then diluted with an additional 100 μl of 1× PBS and vortexed, and 50 μl of each sample was plated on kanamycin agar plates. Plates were incubated overnight at 37°C, and the number of colonies was counted and converted to CFU/ml.

### Data availability.

Gene expression data were deposited in the NCBI Gene Expression Omnibus (74) and are accessible under GEO accession number GSE116252.

# Supplementary material for: 20-Hydroxyecdysone Primes Innate Immune Responses That Limit Bacterial and Malarial Parasite Survival in Anopheles gambiae
**Source:** mSphere. 2020 Apr 15;5(2):e00983-19. doi: 10.1128/mSphere.00983-19
**Supplement:** TABLE S1

**Table S1. Primers used for qRT-PCR analysis**

| <b>Primer</b>                        | <b>Gene ID</b> | <b>Sequence (5'- 3')</b>                                    |
|--------------------------------------|----------------|-------------------------------------------------------------|
| Allantoinase-F<br>Allantoinase-R     | AGAP000239     | CCCACGACGGTAAGGTGACG<br>TCCCGGCATGAGCATCAAAT                |
| Cecropin 1-F<br>Cecropin 1-R         | AGAP000693     | TTCATCTTTGTCGTGCTGGC<br>GCACTGCCAGCACGACAAAG                |
| Cecropin 3-F<br>Cecropin 3-R         | AGAP000694     | ACGTACTGAACCACCTGCGCGTT<br>GCGCTGTGTGCGCCGATGAA             |
| Collagen-F<br>Collagen-R             | AGAP009200     | TGGGACTGCGAGGATTCGAG<br>ACCTCGTCCGACTGGCTGTG                |
| GTMS1-F<br>GTMS1-R                   | AGAP000165     | GCGGTGCTGGTGGTGAAGAT<br>CGTCCGGATCGTCGAACTTG                |
| HR4-F<br>HR4-R                       | AGAP004693     | TCGGGGTCAAATGCATCACA<br>GCTGCAGTTGGGTTCCGAGA                |
| LRR-F<br>LRR-R                       | AGAP004016     | GCTCGTTTTGTGCCGGAATG<br>GCCCGCTTCCTGCAGCTTAT                |
| LYSC1-F<br>LYSC1-R                   | AGAP007347     | TTCAGCACATCGGCGACAAA<br>TCCAGCCGTACCAGGCGTTA                |
| PCAAT-F<br>PCAAT-R                   | AGAP010508     | TGCGGTGTTCCGGATATTGG<br>AGGCGCCACTTCATCCATCC                |
| PPO3-F<br>PPO3-R                     | AGAP004975     | CTATTCGCCATGATCTCCAACCTACG<br>ATGACAGTGTTGGTTGGTGAAACGGATCT |
| rpS7-F<br>rpS7-R                     | AGAP010592     | ACCCCATCGAACACAAAGTTGACACT<br>CTCCGATCTTTCACATTCCAGTAGCAC   |
| Solute Carrier-F<br>Solute Carrier-R | AGAP003176     | GTGCTTGGCTGTGTGCTGGA<br>CGTTGGCCTGTACCGTCTCG                |
| TEP2-F<br>TEP2-R                     | AGAP008366     | GCACCTGGCTGACAGCGTTT<br>CCCTGACCCTGCACCTCCTT                |

# Supplementary material for: 20-Hydroxyecdysone Primes Innate Immune Responses That Limit Bacterial and Malarial Parasite Survival in Anopheles gambiae
**Source:** mSphere. 2020 Apr 15;5(2):e00983-19. doi: 10.1128/mSphere.00983-19
**Supplement:** TABLE S2

**Table S2. Primers used for dsRNA synthesis**

| <b>Primer</b>   | <b>Gene ID</b> | <b>Sequence (5'- 3')</b>                         |
|-----------------|----------------|--------------------------------------------------|
| GFP-T7-F        | AGAP000694     | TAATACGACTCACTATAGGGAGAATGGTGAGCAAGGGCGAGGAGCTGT |
| GFP-T7-R        |                | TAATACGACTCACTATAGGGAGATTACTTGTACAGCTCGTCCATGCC  |
| Cecropin 3-T7-F |                | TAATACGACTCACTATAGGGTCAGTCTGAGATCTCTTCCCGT       |
| Cecropin 3-T7-R |                | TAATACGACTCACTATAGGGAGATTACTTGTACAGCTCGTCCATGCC  |

How the deposited data were processed for this re-analysis (not part of the article)

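RNA from 8 cultures of the *An. gambiae* cell line Sua 4.0 was analysed, 4 treated with 20E and 4 with EtOH for 24 h. The authors mapped read pairs with STAR to the AgamP4 genome and counted fragments per gene with featureCounts, and they deposited those counts for 13763 genes as whole numbers, without normalization. Fragments that mapped to several places, were chimeric or lacked an end had been left out before the counts were deposited. The listed length of 100% of the genes equals the distance from start to end, so the feature behind a count was the whole gene span, introns included. The strand setting of the counting and the edgeR test, filter and design of the authors are not given in the sources used here. Coordinates are those of the deposited table.

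The counts were read as deposited, 11655 genes with at least 1 count in any library. Libraries were assigned to treatment and replicate number from the sample labels and the paper, which give the same groups. They held from 6865599 to 14878014 counts, and a gene with few counts is measured with little precision at that depth. Fragments were counted without molecular identifiers, so limits that rest on a count of 0, taken as 3 counts over the group, cover counting error only. Libraries of 1 group were never closer to each other than a chi-square per degree of freedom of 68.2, so none was treated as a copy of another.

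The test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and the default filter of edgeR (filterByExpr, minimum count 10 and minimum total 15), which left 8180 genes. The fit used all 8 libraries, with treatment as its only term. Standard errors were taken from the test, as the absolute log2 fold change over the square root of the F statistic of the same fit. They were not estimated separately. The p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p of at most 0.1 were called, as in the paper. The version of the quasi-likelihood method was the installed default. A newer version of that method was run first by mistake, and both numbers of calls had been seen before the installed default was put back. The newer version is reported as an alternative.

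Replicate numbers 1 to 4 occur in both groups, and the series text says that the samples came from 4 independent experiments. Deviations from the group means correlated between the libraries of the same number at 0.835, 0.728, 0.804 and 0.646 over 8180 genes, and at most at 0.0854 between other pairs of a 20E and an EtOH library. The leading principal component, with 46.0% of the variance, set replicate 1 of both groups apart from replicates 2, 3 and 4, and did not separate the treatments. The numbers therefore pair the libraries. With the replicate number as a block the biological coefficient of variation fell from 0.400 to 0.137. The fit without the block was kept as the one reported, because it was fixed as such and the paper's text names no block, and values of the blocked fit stand beside a result where they change its call or move a count by more than 1.5 times.

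The alternatives were DESeq2 1.42.0 with its own size factors and filter, edgeR's exact test and likelihood ratio test, limma-voom (limma 3.58.1), RLE size factors, no expression filter, a filter of 1 CPM in 4 libraries, a robust prior, an adjusted p of at most 0.05, the replicate block and leaving out each library in turn. DESeq2 gave an adjusted p to 9318 genes, and genes without one were left out of its counts. Further settings were added after the values had been seen. They were the newer quasi-likelihood version, libraries thinned to 6865599 counts, leaving out the mitochondrial genes, tools and filters combined with the block, and a filter of CPM above 2 in 2 libraries with trended and tagwise dispersions and a likelihood ratio test. The last was found by a search over filters, dispersions and tests for the setting closest to Table S3.

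The fits were tested on simulated counts for the comparison of 20E with EtOH, 8180 genes with 200 changed. With counts simulated in pairs, edgeR's quasi-likelihood test recovered 71.0% of the changed genes, DESeq2 83.0%, and the quasi-likelihood test with the block 97.0%, with 9.77% of its calls false. The likelihood ratio test with the block recovered 98.5%, with 18.6% of its calls false. With counts simulated without pairs, the quasi-likelihood test recovered 73.5% with 6.96% of its calls false, while edgeR's likelihood ratio test, its exact test and DESeq2 had 26.2%, 23.4% and 25.8% false calls. In the paired counts these 3 tests and the quasi-likelihood test, all without the block, had 0% false calls. The count of neighbouring called genes used 100000 random sets of genes, and in simulated data it found planted neighbours in 20 of 20 draws and random ones in 0 of 20, over 7922 genes.

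The genes named here are those that the paper names from this experiment in its results, in Fig. 4B or in Table S1, the 5 called genes higher and the 5 lower with the smallest adjusted p among those whose groups did not overlap, up to 5 called genes outside Table S3 with the smallest adjusted p, and up to 5 genes of Table S3 that were not called with the largest adjusted p. The values of Table S3 had been seen when that rule was set. Names come from Tables S1 and S3. The RefSeq gene table at hand matched 0 of the IDs, so genes outside these tables stay unnamed, and the tests of gene families that were listed were not run. The qRT-PCR, phagocytosis, bacterial and *Plasmodium* experiments were not analysed here. The analysis also used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.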

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

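The tests of whether the far libraries were the same library, a matter of depth or tied to the replicate number were chosen only after the result was seen. The splits of the libraries were planned.

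For each named gene, and for total counts, the mitochondrial share and the number of genes with a count, the library farthest from the other 3 of its group was compared with Dixon's 95% limit for 4 samples. In 12 of 94 groups 1 library lay beyond it, where chance would give 4.7. Collagen IV (AGAP009200) had such a library in both groups, with EtOH replicate 1 at 217 CPM against 5.57 to 9.62 CPM (gap over range 0.981) and 20E replicate 1 at 2471 CPM against 106 to 366 CPM (gap over range 0.890). So did *PCAAT* (AGAP010508), with EtOH replicate 4 at 8.42 CPM against 2.71 to 3.66 CPM (gap over range 0.833) and 20E replicate 1 at 1.42 CPM against 0.241 to 0.308 CPM (gap over range 0.943). In EtOH alone, *HR4* (AGAP004693) had replicate 3 at 0.0763 CPM against 0.272 to 0.285 CPM (gap over range 0.934), each value resting on 1 to 3 counts. Apolipophorin III (AGAP013365) had EtOH replicate 1 at 1458 CPM against 512 to 622 CPM (gap over range 0.884), and the leucine-rich repeat transmembrane gene (AGAP008593) EtOH replicate 4 at 6.15 CPM against 1.71 to 2.44 CPM (gap over range 0.835). The *LRR* gene (AGAP004016) had EtOH replicate 2 at 222 CPM against 354 to 357 CPM (gap over range 0.980). AGAP000274 had EtOH replicate 2 at 31.7 CPM against 52.2 to 54.0 CPM (gap over range 0.918), and a gene on 3L from 36683602 to 36686189 that Table S3 does not list had EtOH replicate 3 at 4.58 CPM against 6.56 to 6.79 CPM (gap over range 0.897). In 20E alone, *MDL1* (AGAP012352) had replicate 4 at 141 CPM against 15.9 to 28.2 CPM (gap over range 0.902) and *CYP9J4* (AGAP012292) replicate 1 at 148 CPM against 16.0 to 36.1 CPM (gap over range 0.848).

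The tables argue against 1 faulty library behind all of these, since 6 different libraries of the 8 were the far one. Depth alone is also argued against. After every library was thinned to the smallest total, 12 of 88 groups still held a library as far out, where chance would give 4.4, and 10 of the 12 named above stayed beyond the limit. What stays open is that the experiments with the same replicate number deviate together. In 8 of the 12 cases the library with the same number in the other group was the extreme of its own group on the same side, against 3 expected (exact binomial test, one-sided p = 0.00278). Collagen IV and *PCAAT* each count 2 times there and genes are not independent, so the p is a description. The result is consistent with differences between the 4 experiments, in the cells or in their handling, as a candidate explanation for most of these libraries. It leaves *MDL1*, *LRR* and *PCAAT* without one. No biological explanation was tested, since nothing recorded here separates the experiments apart from their numbers.

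A further 8 genes were called that Table S3 does not list, 4 higher and 4 lower after 20E, and 8 of 8 were also called with the replicate block. The 5 with the smallest adjusted p are a gene on 2R from 36147642 to 36152498 (log2 fold change 0.87, adjusted p = 0.0622 from edgeR's quasi-likelihood test), a gene on 2L from 45979983 to 45980624 close to *LYSC1* (4.08, 0.0631, 65 counts after 20E and 3 after EtOH, and 4.898 on the log2 scale without EtOH replicate 3), genes on 3L from 27198541 to 27200012 (0.97, 0.0882) and from 36683602 to 36686189 (1.20, 0.0882), and AGAP012097 on 3L from 37635911 to 37637229 (-0.75, 0.0882). All 5 were higher or lower in the same direction in 4 of 4 pairs. Without the replicate block their calls are not firm. With a library left out the gene on 2R from 36147642 was called only without 20E replicate 1 (0.0905), and lay between 0.110 and 0.235 without each of the others. The other 4 genes lost the call whichever of the 8 libraries was left out, with adjusted p from 0.107 to 0.304. With the block all 5 stayed called when both libraries of any 1 replicate were left out, in fits added after seeing the values. Their highest adjusted p in those fits was 0.00375, 0.0228, 0.00803, 0.00853 and 0.0136 in the order given, from edgeR's quasi-likelihood test. The highest adjusted p over the alternatives set in advance was 0.235, 0.229, 0.304, 0.275 and 0.469 in the order given, and 6 to 9 of 17 alternatives called each gene.

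Of the 35 ways to split the 8 libraries into 4 and 4, 3 gave at least as many calls as the real one, a share of 0.0857 that by itself does not exclude chance. The other two keep both libraries of every pair together and so count differences between the experiments, with 503 calls for replicates 1 and 4 against 2 and 3 and 281 for replicates 1 and 2 against 3 and 4. Among the 8 splits that part all 4 pairs, only the real one made calls in edgeR's quasi-likelihood test, 65 without the block and 1427 with it. Each of the others made 0, with between 6 and 81 genes at an unadjusted p under 0.05 without the block and between 46 and 469 with it, against 557 and 2167 for the real one. No other tool was run on the splits. The real split was thus 1 of 8, the smallest share that 8 splits allow, so the share by itself could not have excluded chance. An effect of 20E on the 8 genes remains a hypothesis.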

How the results depend on the processing

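The tests under the search setting, the newer quasi-likelihood version, thinned libraries, without mitochondrial genes, and the settings combined with the replicate block were chosen only after the result was seen. The test, its filter and threshold, the naming rule and all other settings were chosen before the data were examined, apart from the version of the quasi-likelihood method, which was left unnamed.

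Without the block, the number of called genes (65, with 42 higher and 23 lower) stayed between 55 and 65 under RLE size factors, no expression filter, the 1 CPM filter, the robust prior and limma-voom. It was 63 with thinned libraries, 65 without mitochondrial genes and 75 with the newer method, which shares all 65. It moved to 195 (103 higher, 92 lower) with DESeq2, 120 (74, 46) with edgeR's exact test and 147 (82, 65) with its likelihood ratio test. Under the search setting it was 127 (78, 49). An adjusted p of at most 0.05 left 32 (22, 10), by its own construction. The replicate block gave 1427 (682, 745), and here the cause is the lower spread within pairs (coefficient of variation 0.137 against 0.400). For DESeq2, the exact test, the likelihood ratio test and the search setting the cause was not tested. With 1 library left out, between 16 and 64 genes were called, from 11 to 38 higher and from 4 to 26 lower. The count was 30, 31 and 19 without 20E replicates 2, 3 and 4, and 41, 22 and 16 without EtOH replicates 1, 3 and 4.

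The 7 early genes were all called under the other tools and the block, 5 at an adjusted p of at most 0.05, 6 with no filter or thinned libraries, and from 3 to 6 with a library left out. The count was 4, 4 and 3 without 20E replicates 2, 3 and 4, and 3 without EtOH replicate 4. The immune genes called were 5, but 10 with DESeq2, 11 with the exact test, 9 with the likelihood ratio test, 2 with limma-voom, 1 at an adjusted p of at most 0.05, and 12 with the block and under the search setting. Leaving out a library gave from 1 to 4, with 3 without 20E replicates 2, 3 or 4 or EtOH replicate 1 and 1 without EtOH replicate 3 or 4. The cause was not tested. Transport genes called higher were 5, against 10 with DESeq2, 12 with the block and 13 in Table S3. Immunity genes were 5, against 10, 12 and 12. Metabolism genes called lower were 6, against 14, 14 and 14, and redox metabolism genes 0, against 6, 8 and 8. The blocked counts follow from the block calling every tested gene of Table S3, since only its genes have a category. For the other settings, too, the cause was not tested.

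With the block, the count stayed between 1290 and 1675 under 8 further settings. When both libraries of a replicate were left out it ran from 846 to 1277, with 369 to 587 higher and 449 to 692 lower. It was 846 without replicate 3 (397 higher, 449 lower) and 863 without replicate 4 (369, 494). The fits without replicate 1 or 2 had as many libraries and called 1277 and 1235, so sample number alone does not account for the drop. The cause was not tested. Without replicate 3, 11 of the 12 immune genes were called, and 12 in every other blocked fit. All 7 early genes were called in each of these fits. Among the 43 named genes that passed the filter the block turned 16 into calls and changed no other call. All 43 kept their direction and their side of the threshold with RLE size factors, the 1 CPM filter and the robust prior. No filter kept 38 and lost 5 calls, DESeq2 kept 33 of 44 and added 11 calls, the likelihood ratio test kept 35 and added 8, the exact test kept 25, added 14 and lost 4, and limma-voom kept 37, added 1 and lost 4. Leaving out a library kept from 28 to 35, with from 6 to 15 calls lost. The reference gene *rpS7* (AGAP010592) was the only named gene whose direction changed. Its log2 fold change of -0.03 became 0.0105 with limma-voom and 0.0111 with the block. With the block and no filter, the newer method, DESeq2, the likelihood ratio test, limma-voom, RLE size factors, thinned libraries or no mitochondrial genes it was 0.00946, 0.0110, 0.00285, 0.0111, 0.0177, 0.00325, 0.0151 and 0.00691. It ran from -0.157 to 0.143 with 1 library left out (0.0817, 0.0346, 0.143 and 0.0970 without 20E replicates 1 and 2 and EtOH replicates 3 and 4), and was 0.0565 and 0.0731 with the block and without replicate 3 or 4. All lie within its standard error of 0.27, so no direction is read from it.

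The called genes with a called neighbour of the same direction were 7, and 23 among the genes of Table S3. With no filter there were 2 (permutation p = 0.266). With a library left out there were from 0 to 7. It was 0 without 20E replicates 2, 3 and 4 and without EtOH replicate 4, where edgeR's quasi-likelihood test called 30, 31, 19 and 16 genes and chance gives 0.135, 0.140, 0.0540 and 0.0338, and 2 without EtOH replicate 3 (permutation p = 0.0663). The fewer genes called in those fits are one difference, and the cause was not tested. Tests of gene families were not run, since no IDs matched a table of names. Depth limits the genes with few counts. Allantoinase, with 11 and 6 counts in 20E replicates 2 and 3 and 17 over the EtOH libraries, fell below the filter, and the EtOH levels of *HR3*, *HR4*, *E75B* and *CLIPC6* rest on 5, 9, 0 and 10 counts, so the size of their increase is less certain than its direction. Replicate 1 had the fewest counts in both groups, yet leaving it out moved the count less than leaving out replicates 3 or 4.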

Differences from the paper's values

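The test under the search setting was chosen only after the result was seen, and so were thinned libraries, the newer quasi-likelihood version and the combinations of the replicate block with other settings. The other alternatives were set before the data were examined.

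The paper reports 128 differentially regulated genes, and 65 were called here. Of the alternatives set before the data were examined, edgeR's exact test (120) and its likelihood ratio test (147) come within 1.5 times the paper's value. DESeq2 (195), the replicate block (1427), limma-voom (62), RLE size factors (65), no expression filter (55), the 1 CPM filter (65), the robust prior (65), an adjusted p of at most 0.05 (32) and every fit with a library left out (16 to 64) do not. The paper's 80 upregulated genes stand against 42 here. DESeq2 (103), the exact test (74) and the likelihood ratio test (82) come within 1.5 times, and the other alternatives do not, at 38 with limma-voom, 36 with no filter, 42 with RLE size factors, the 1 CPM filter or the robust prior, 22 at an adjusted p of at most 0.05, 682 with the block and 11 to 38 with a library left out. The paper's 48 downregulated genes stand against 23. The exact test (46) and the likelihood ratio test (65) come within 1.5 times. DESeq2 (92), limma-voom (24), no filter (19), RLE size factors, the 1 CPM filter or the robust prior (23 each), an adjusted p of at most 0.05 (10), the block (745) and the fits with a library left out (4 to 26) do not. The paper reports 12 immune genes upregulated, and 5 of those 12 were called here. DESeq2 (10), the exact test (11), the likelihood ratio test (9) and the block (12) come within 1.5 times, while limma-voom (2), RLE size factors, no filter, the 1 CPM filter and the robust prior (5 each), an adjusted p of at most 0.05 (1) and the fits with a library left out (1 to 4) do not.

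A setting with CPM above 2 in 2 libraries, trended and tagwise dispersions and a likelihood ratio test, chosen after seeing the values and by a search for the setting closest to Table S3, called 127 genes (78 higher, 49 lower) and all 12 immune genes, and it drops 3 of the paper's 128 genes. It tests 7882 genes, the number that the q and p of the first gene in Table S3 imply, and its log2 fold changes lie within 0.00194 of the paper's. The replicate block, set before the data were examined, called 126 of the paper's genes, all that were tested. The block with no filter, added after seeing the values, called 128 of 128 and drops 0. The block with DESeq2, also added after seeing the values, called 127 and drops 1, and the other combinations added with it called 125 or 126 and drop 3 or 2. Of the alternatives set before the data were examined, DESeq2 called 119 of the paper's genes, the exact test 117, the likelihood ratio test 110, limma-voom, RLE size factors, the 1 CPM filter and the robust prior 57 each, no filter 54, and the fits with a library left out 16 to 61. The newer quasi-likelihood version and thinned libraries, added after seeing the values, called 65 and 56 and drop 63 and 72.

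The log2 fold changes themselves are close. For the 126 genes of Table S3 that were tested the median difference from the paper's value was 0.00308 and the largest 0.112, and 126 had the same sign. Both sets of values come from the same libraries, so this closeness is not independent evidence for the changes. Fatty acid amide hydrolase (AGAP011315) is described in the paper's text as increased after 20E. It was lower here, with a log2 fold change of -1.22 (standard error 0.20), lower in 4 of 4 pairs and in every alternative (from -1.32 to -1.09), and the paper's own Table S3 gives -1.21. Fatty acid CoA ligase and apolipophorin III went in the direction the text states, at 1.88 and -3.002.

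Several genes that the paper calls were not called here. Allantoinase was called by DESeq2, and, in settings added after seeing the values, by the search setting and by the block with no filter. Collagen IV and *CLIPB20* were called by the exact test and the block. Fatty acid CoA ligase, *CEC1*, *CEC3*, *LYSC1* and *PPO3* were called by DESeq2, the exact test, the likelihood ratio test and the block, and *CEC3* also without EtOH replicate 2. *CLIPB15* was called by the exact test and the block, and the leucine-rich repeat transmembrane gene by DESeq2 and the block. Among the genes with primers in Table S1, *GSTMS1* and *TEP2* were called by DESeq2, the exact test, the likelihood ratio test and the block, and *GSTMS1* also without 20E replicate 1. The gene named solute carrier was called by DESeq2, the exact test and the block, and *PCAAT* by those, the likelihood ratio test, limma-voom, the fit without 20E replicate 1 and the newer quasi-likelihood version, which was added after seeing the values. *CYP9J4* was called by the block and without 20E replicate 1, and solute carrier family 4 member 10 (AGAP009736) and the *SEC14* phosphatidylinositol transfer protein (AGAP005385) by the exact test and the block. The search setting called all of these genes, and so did the combinations of the block with other settings, apart from *CEC1* without both libraries of replicate 3 and allantoinase, which only the block with no filter called among them.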

Other observations

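The tests of the mitochondrial genes, of the spread of the immune genes, of genes listed as several gene models and of the distant neighbours of genes called with the block were chosen only after the result was seen, and so were the settings with thinned libraries and with both libraries of a replicate left out. The other tests were planned. The test of neighbouring genes was planned after Table S3 had been read, where the cecropin, E75 and broad loci stood out. Table S3 comes from these same libraries, so that test is not independent of the pattern that prompted it.

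Table S1 lists primers for genes that the RNA-seq libraries also measure. *LRR* (AGAP004016, 2R from 47886061 to 47887895) had a log2 fold change of -2.08 (standard error 0.23, adjusted p = 0.00899 from edgeR) and was called in 17 of 17 alternatives set in advance, with EtOH replicate 2 well below the other EtOH libraries and a span that overlaps 1 other gene. *GSTMS1* (AGAP000165, X from 2849321 to 2851042) changed by -1.34 (standard error 0.33, adjusted p = 0.205 from edgeR) and was called without 20E replicate 1 (0.0675) and with the replicate block (5.50e-05), over a range up to 0.550. *TEP2* (AGAP008366, 3R from 10077333 to 10082432) changed by -1.0003 (standard error 0.23, adjusted p = 0.160 from edgeR) and was called with the block (4.94e-04, range up to 0.376). *PCAAT* (AGAP010508, 3L from 5242049 to 5243711) changed by -3.16 (standard error 0.69, adjusted p = 0.134 from edgeR), with 1 library far from the others in each group. It was called without 20E replicate 1 (0.0303, log2 fold change -3.996) and with the block (0.00347), over a range up to 0.431. The gene named solute carrier (AGAP003176, 2R from 33566755 to 33571242) changed by -2.40 (standard error 0.85, adjusted p = 0.541 from edgeR) and was called with the block (3.40e-04, range up to 1.00), and without 20E replicate 4 its log2 fold change was -3.20. All 5 were lower after 20E in 4 of 4 pairs. The reference gene *rpS7* changed by -0.03 (standard error 0.27, adjusted p = 0.999 from edgeR), and its direction flips with limma-voom, with the block, and when 20E replicates 1 and 2 and EtOH replicates 3 and 4 are left out 1 at a time.

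Among the genes of Table S3 with the largest adjusted p here are also *CYP9J4* (AGAP012292, 3L from 39814231 to 39816748), at -1.81 (standard error 0.70, adjusted p = 0.609 from edgeR), solute carrier family 4 member 10 (AGAP009736, 3R from 42036462 to 42046551), at 2.39 (standard error 0.90, adjusted p = 0.597 from edgeR), and *SEC14* (AGAP005385, 2L from 14842244 to 14843478), at 3.94 (standard error 1.45, adjusted p = 0.580 from edgeR). With the replicate block their adjusted p was 9.85e-04, 9.24e-04 and 1.74e-05, the lowest over the alternatives set in advance, and the highest was 1.00 for each. *CYP9J4* was also called without 20E replicate 1, the library with its highest level in the 20E group, at a log2 fold change of -2.90 and an adjusted p of 0.0550. That of AGAP009736 was 3.65 without EtOH replicate 2, and that of *SEC14* was 2.59 without 20E replicate 4 and 5.13 without EtOH replicate 4.

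Libraries with the same replicate number deviated together, and a fit that uses this called 1427 genes where the fit without it called 65. Depth is argued against as the source, since after thinning to the smallest total the lowest correlation within a pair was still 0.614 and the block still called 1375 genes. The mitochondrial genes are argued against too, at a lowest correlation of 0.648 without them. No single pair carries the calls, since at least 846 genes were called without any 1 of the 4 pairs. What differed between the 4 experiments is not recorded in the sources used here. The values are consistent with a response to 20E that reaches many more genes than the 128 of the paper, as a hypothesis, since the pattern was found and tested on the same libraries. In paired simulated counts 9.77% of the calls with the block were false.

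Mitochondrial genes took a smaller share of the counts after 20E. The share was 18.9%, 7.75%, 7.11% and 13.0% in 20E replicates 1, 2, 3 and 4 and 21.2%, 15.8%, 11.0% and 16.0% in the EtOH replicates, lower in 4 of 4 pairs. Of 15 mitochondrial genes tested 13 were lower, with a median log2 fold change of -0.71, and -0.78 with the block. edgeR's quasi-likelihood test called 0 of them lower, with 4 at an unadjusted p under 0.05. DESeq2, the exact test, the likelihood ratio test and limma-voom also called 0, with 7, 7, 7 and 6 at an unadjusted p under 0.05, and the block called 8, with 13. As a set they were lower by camera, at a preset correlation of 0.01 (p = 7.14e-07, and 4.43e-05 with the block), but fry gave 0.0980 and 0.0535, so the call does not hold under fry at 0.05. One dominant mitochondrial gene is argued against, since the share of the others was also lower in 4 of 4 pairs (2.76%, 1.70%, 1.51% and 2.38% after 20E against 3.53%, 3.94%, 2.70% and 2.84%). The difference does not need the TMM factors, since the median log2 fold change was -0.653 when scaled to all counts. That scaling largely restates the lower share, so it is not a separate line of evidence. Depth and treatment cannot be told apart, because the 20E library was the deeper in 3 of the 4 pairs, and 4 pairs are too few for an exact sign-flip test to pass 0.05. Replicate 1, where the 20E library was the shallower, showed the smallest difference relative to its EtOH level. A lower level of mitochondrial transcripts after 20E remains a hypothesis.

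The log2 ratios of the 12 immune genes varied more between the pairs than those of the 7 early genes, with a median SD over the 4 pairs of 1.25 (0.367 to 3.08) against 0.596 (0.388 to 1.35). A chance draw of genes is not excluded (exact permutation test over 50388 arrangements, two-sided p = 0.0992). Counting noise from low counts is argued against as the source for the 11 immune and 4 early genes with more than 10 counts in each group. Their difference in median SD was 0.485 before and 0.541 after the noise variance was subtracted. Over all 12 and 7 genes it was 0.655 before and 1.23 after, but that comparison cannot decide. The estimated noise of *HR3*, *HR4*, *E75B* and AGAP002164 exceeded their own SD over the pairs, for *E75B* at 2.06 against 0.388. An immune response that differs between the 4 experiments more than the early response does may exist, but the values leave it open.

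Called genes lay next to called genes of the same direction more often than random sets of genes did. Over 7922 placed genes 7 called genes had such a neighbour, against 0.547 expected (permutation p = 0.00034), with each listed gene model counted as a separate gene. The 4 pairs of neighbours are AGAP002163 with AGAP002164 and AGAP002164 with AGAP002165 of the broad complex, *E75B* with *E75A*, and a pair on 3R from 13750923 to 13753170 that lie 322 bp apart. The count was 0 without 20E replicate 2, 3 or 4 or EtOH replicate 4, 2 without EtOH replicate 3 and 4 without EtOH replicate 2. Without neighbours that overlap or lie within 1000 bp on the same strand there were still 5 (permutation p = 0.00378), the genes of the broad complex and *E75A* and *E75B*. Reads running into a close neighbour thus do not account for those 5. One gene listed as several gene models is a candidate explanation. With the broad complex counted as 1 gene and *E75A* and *E75B* as 1, there were 2 against 0.489 expected (permutation p = 0.437), the pair 322 bp apart. The explanations together cover all 4 pairs, so without the block no pair remains that speaks for a shared response. With the block the count was 437 against 237 expected, 432 against 236.5 after that merging, and 372 against 208.0 without the overlapping or close neighbours, each at p = 2e-05, the smallest that the permutations can give. Reads running into a neighbour are thus argued against as the whole source there, though the merging and the distance limit were not applied together. Other genes listed as several models were not looked for, and the random sets were not matched on expression level, so both stay open beside a shared response of neighbouring genes to 20E, which is a hypothesis.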
